A study of Homo sapiens with 8 samples. Its data were reported in "BLIMP-1 and CEACAM1 cooperatively regulate human Treg homeostasis and function to control xenogeneic GVHD" (2025).

How the data were processed

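RNA-seq had been done on human regulatory T cells (Tregs) from 2 groups of 4 libraries, control and PRDM1KO, numbered 1 to 4 in each group by the labels. Per the labels, the cells were activated for 3 days with anti-CD3/CD28 beads and IL-2 at 500 U/ml, electroporated with Cas9 protein and either a scramble guide RNA or a pair of guide RNAs against PRDM1, expanded for 7 days, rested overnight and restimulated for 16 hours before RNA was isolated. The authors aligned 50-base reads to hg19 with TopHat2 and counted them per gene with htseq-count, and the deposited count table holds raw whole-number counts that were not pooled over replicates. The annotation release and whether the counting used strand were not stated. The authors also made a table of the comparison with edgeR's quasi-likelihood test after a filter with htsfilter. In the authors' deposited table each gene has a log2 fold change of PRDM1KO over control and a log2 of its mean abundance. The same deposited table gives a p-value and an adjusted p-value for each gene, an F statistic as a score, and a ranking score formed from the adjusted p-value and the fold change. Whether that test included a term for the replicate number was not stated. In it, 17 gene symbols are digits only, the form in which spreadsheet programs store dates.

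The count table had 29038 genes, of which 28528 (98.2%) had an identifier in GENCODE v44 mapped to GRCh37, the source of all coordinates and of gene length and GC content. Because 374 symbols occurred more than once, genes were handled by Ensembl identifier. The comparison was computed in R 4.3.3 with edgeR 4.0.16: TMM factors, filterByExpr by group with its default minimum count of 10 and minimum total of 15, the quasi-likelihood F test on 8 libraries without a term for the replicate number, and Benjamini-Hochberg adjustment over the 15230 genes tested, which held 99.8% of the counts. A gene was called when its adjusted p-value was under 0.05 and its change was over 1.5-fold, while a single gene passed the threshold by its adjusted p-value alone unless both thresholds are named. Standard errors of log2 fold changes were taken as the size of the change divided by the square root of F. Levels per gene are CPM, counts per library scaled by the total count and the TMM factor, given as mean ± SD over 4 libraries. The floor was set at 3 counts, which is 0.153 to 0.202 CPM in these libraries. These floors cover counting error only, because reads without molecular identifiers are not independent molecules. Gene lists were tested with camera from limma 3.58.1 at a preset correlation of 0.01 between genes, two-sided, with Benjamini-Hochberg adjustment over 6 lists: S phase, G2/M phase, interferon response, MHC class II, IL-2 response and p53 targets. Lists of marker genes of myeloid cells, B cells, and CD8 T and NK cells were used to look for other cells.

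The same-numbered libraries were checked for pairing by correlating their deviations from the group means across genes. The correlation lay between 0.287 and 0.551 for the 4 same-numbered pairs and between -0.406 and 0.176 for the 12 pairs with different numbers. Pairing is therefore taken from the numbers in the labels together with this check. The study describes its replicates as Tregs of different people and compared the groups in paired tests, but neither it nor the labels say that a number marks a person. A fit with the replicate number as a block was the main alternative, and its common dispersion was 0.0420, against 0.144 without the block. No libraries of the same group were duplicates of each other: the chi-square per gene between replicates of a group was between 21.6 and 142. Libraries of different groups were not compared in this check.

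The tests, thresholds, gene lists and most alternatives were chosen before the data were examined. Genes named individually were, by a rule also set then, up to 6 per direction with the largest change among called genes that had a mean of at least 2 CPM and every library of one group above every library of the other. Other genes were named because the study had discussed them, or after their values were seen, which is stated where it applies. Alternatives comprised the replicate block, DESeq2 1.42.0 with and without the block, limma-voom, RLE size factors, library size only, no low-count filter, a minimum mean of 3 CPM, robust dispersion estimation, glmTreat at 1.5-fold, an adjusted p-value under 0.01, no fold threshold, and leaving out each library in turn. A spline offset with 5 degrees of freedom for GC content and length, and each alternative repeated within the blocked fit, were added after seeing the data. Length and GC content were known for 15094 (99.1%) of the genes tested.

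The programs were tested on simulated counts drawn from the means and library sizes of these libraries, with 200 changed genes. Of these, 188 were among the 14657 genes that passed the filter. The simulated means held the fitted differences between replicate numbers, and the dispersions came from the fit with the block. The advantage of the block was thus built in, and does not show that the block is right for the real libraries. In this simulation a gene was called by an adjusted p-value under 0.05 alone, without the fold threshold. Without the block, edgeR called 52 (27.7%) of the changed genes and 0 unchanged genes. With the block it called 141 (75%) and 7. Of the changed genes, DESeq2 called 97 without and 143 with the block, and limma-voom 47 without and 144 with it. Of the unchanged genes, DESeq2 called 1 without and 12 with the block, and limma-voom 0 without and 10 with it. When 44 S phase genes were raised, camera called that list and 0 of the other lists.

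The 3 guide sequences were searched on both strands of GRCh37 for sites with an NGG motif and up to 4 mismatches. Sequence sharing between gene copies was measured as the percent of 50-base words also found in another gene. Figures were drawn with Python 3.11.15, matplotlib 3.10.9 and numpy 2.4.6.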

Results

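The series compared human Tregs electroporated with Cas9 and a scramble guide RNA (control) with Tregs that received Cas9 and guides against PRDM1 (labelled PRDM1KO), the gene that encodes the transcription factor BLIMP-1. Each group had 4 libraries. The question was which transcripts depend on BLIMP-1 in restimulated human Tregs. Total counts were 17082451, 15745211, 16546873 and 16948786 in control replicates 1 to 4, and 18308423, 19246178, 16898311 and 18816555 in PRDM1KO replicates 1 to 4. The 10 most abundant genes took between 5.94% and 6.63% of the counts of a library. In a principal component analysis the first component held 32.6% of the variance.

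The targeted gene, PRDM1 (ENSG00000057657, chromosome 6, 106441338 to 106557814, GRCh37), was measured first. Guide A (CATTGTGAACGACCACCCCT) matched coding exon sequence at 106536213 to 106536232, in exon 2 of 7, and guide B (CGGATGGGGTAAACGACCCG) at 106552921 to 106552940, in exon 5. Their expected cuts lie in codons 66 and 296. The scramble guide had 0 genomic sites with up to 2 mismatches. PRDM1 counts were 4658, 1947, 3018 and 3311 in control replicates 1 to 4, and 10854, 7742, 8204 and 11471 in PRDM1KO replicates 1 to 4. The level was 192 ± 59.2 CPM in control and 523 ± 80.9 CPM in PRDM1KO (SD, n = 4), higher in 4 of 4 pairs of the same number. The log2 fold change was 1.44 (SE 0.228), with an adjusted p-value of 0.0613 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, which did not pass the threshold. With the replicate block in the same edgeR test, it was 1.48 (SE 0.126) with an adjusted p-value of 3.15e-05, which passed. Of the alternatives run for PRDM1, leaving out control replicate 1 moved the log2 fold change most, to 1.65. The PRDM1 transcript thus did not fall in the libraries labelled PRDM1KO, gene-level counts do not show whether the protein was made, and every direction given for other genes rests on the labels. By Western blotting, the study could not detect BLIMP-1α protein in its edited Tregs. PRDM1 overlaps the gene AL022067.1, which had 5.20 CPM in PRDM1KO, with edgeR adjusted p-values of 0.0658 without and 0.00295 with the block.

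**Figure D1:**
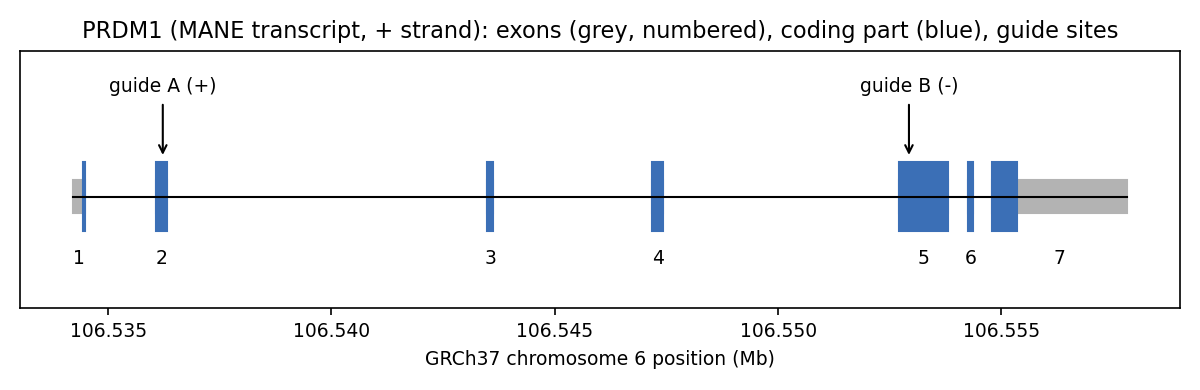
Map of PRDM1 on chromosome 6 (GRCh37 position) with the exons of its reference transcript and the matched positions of the 2 guides. The guides match exon 2 and exon 5 of 7.

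Of 15230 genes tested, 15 passed both thresholds by edgeR's quasi-likelihood test without a replicate term. Of these, 11 were higher and 4 lower in the libraries labelled PRDM1KO. At an unadjusted p-value under 0.05 there were 770 genes. The replicate block changed this count: 454 genes passed both thresholds, 203 higher and 251 lower, and all 15 genes were among them. Counts without the block also moved with the library left out. The count was 2 without control replicate 1, PRDM1KO replicate 2 or PRDM1KO replicate 3, 4 without control replicate 2 or control replicate 3, 5 without control replicate 4, 6 without PRDM1KO replicate 1 and 12 without PRDM1KO replicate 4. Of the alternatives chosen beforehand, DESeq2 with the block moved the count furthest, to 615. In each of the 15 genes every library of one group lay above every library of the other. So did 560 (3.68%) of all genes tested, where chance gives 2.86% if all 8 libraries are interchangeable. Same-numbered libraries varied together, so they were not interchangeable, and these shares do not show how far the groups differ beyond chance.

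**Figure D2:**
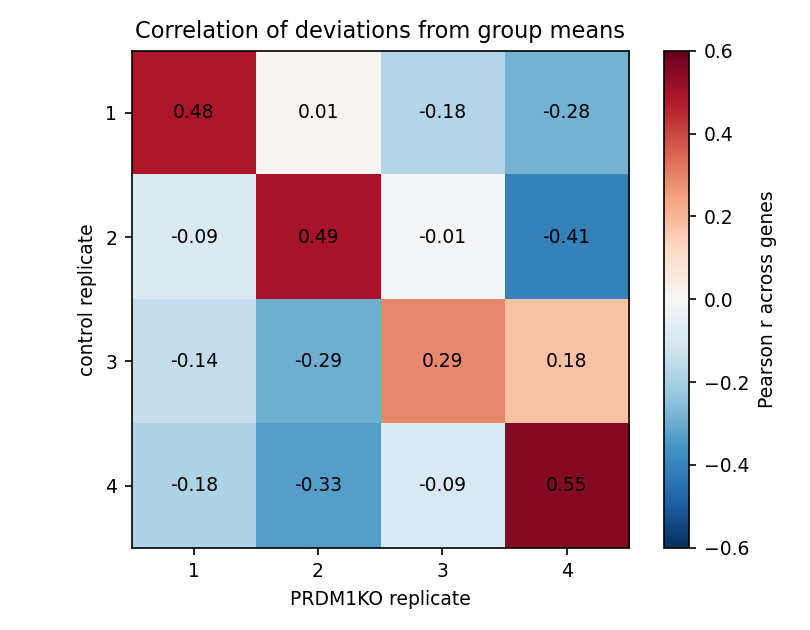
Correlation across genes of the deviations from the group mean, for each control library (vertical) against each PRDM1KO library (horizontal). The 4 same-numbered pairs lie between 0.287 and 0.551, above the 0.176 that the highest of the other 12 pairs reached.

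**Figure D3:**
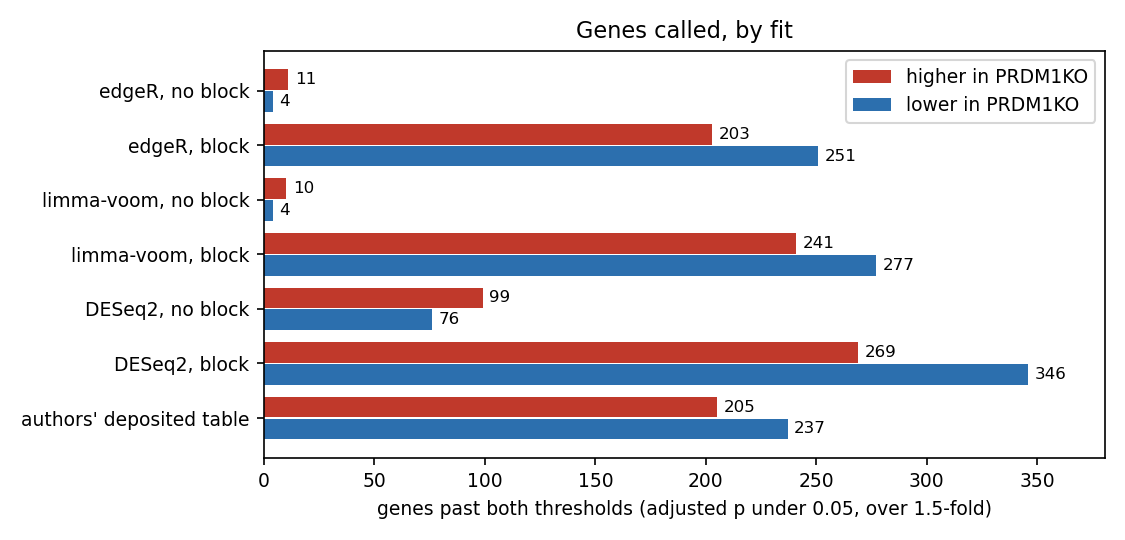
Number of genes past both thresholds, higher and lower in the libraries labelled PRDM1KO, by fit, with and without the replicate block in 3 tools, and in the authors' deposited table. By edgeR the count was 15 without and 454 with the replicate block.

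The genes named by the rule were 6 higher and 4 lower in the libraries labelled PRDM1KO. WHAMMP2 (ENSG00000248334, chromosome 15, 28982729 to 29000015) had 0 counts in all 4 control libraries and 272, 265, 195 and 540 counts in PRDM1KO replicates 1 to 4, at least 94.6-fold higher, with an adjusted p-value of 0.00656 by edgeR's quasi-likelihood test. WHAMMP3 (ENSG00000276141, chromosome 15, 23191491 to 23208737) rose from 0.115 ± 0.194 to 8.89 ± 3.02 CPM, with 3 of the control libraries at the floor, so the size of its fold change is imprecise. AC135983.2 (ENSG00000223509, chromosome 15, 32812049 to 32829127), annotated as WHAMMP1, rose from 2.93 ± 1.34 to 15.7 ± 3.37 CPM. These are near-identical pseudogene copies: 75.7% of the 50-base words of WHAMMP2 and 88.5% of those of WHAMMP3 occur in another gene, so the copy that gave the reads is uncertain. AFF3 (ENSG00000144218, chromosome 2) rose from 1.01 ± 0.615 to 21.6 ± 7.39 CPM, with a log2 fold change of 4.43 (SE 0.465) and an edgeR adjusted p-value of 0.0116. SLC9A3-AS1 (chromosome 5) rose from 13.2 ± 2.91 to 95.4 ± 20.7 CPM, with an edgeR adjusted p-value of 0.00300. It is an antisense gene, and its value is uncertain because it was not stated whether counting used strand. SLC9A3, which it overlaps, was called in the same direction in the blocked fit, so the rise may not be specific to the antisense gene. DENND5A (chromosome 11) rose from 30.1 ± 12.3 to 175 ± 49.4 CPM, with an edgeR adjusted p-value of 0.0293. Among the lower genes, MAN1C1 (chromosome 1) went from 31.0 ± 12.2 to 3.41 ± 1.60 CPM and SPOCK1 (chromosome 5) from 13.3 ± 5.28 to 1.95 ± 0.686 CPM. LAG3 (ENSG00000089692, chromosome 12, 6881678 to 6887621) went from 97.5 ± 41.2 to 15.9 ± 5.44 CPM and EMP1 (chromosome 12) from 18.5 ± 2.02 to 6.53 ± 0.880 CPM. The edgeR adjusted p-values of these 4 lower genes were between 0.0293 and 0.0421. All values are mean ± SD of 4 libraries, and each of the 10 genes moved the same way in 4 of 4 pairs. WHAMMP2 and SLC9A3-AS1 stayed past the threshold in all 8 fits that each left out 1 library, and AFF3 in 5. WHAMMP3, DENND5A and AC135983.2 did so in 1 each, MAN1C1 and LAG3 in 2 each, and SPOCK1 and EMP1 in 0. These 8 fits had no replicate block and each broke 1 pair. With the block, all 15 called genes kept their calls in each of the 4 fits without both libraries of a number. Outside the rule, and named after their values were seen, the called genes were PLXNC1, ANKRD33B, FKBP5, SH2B3 and HLA-DRA, all higher.

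**Figure D4:**
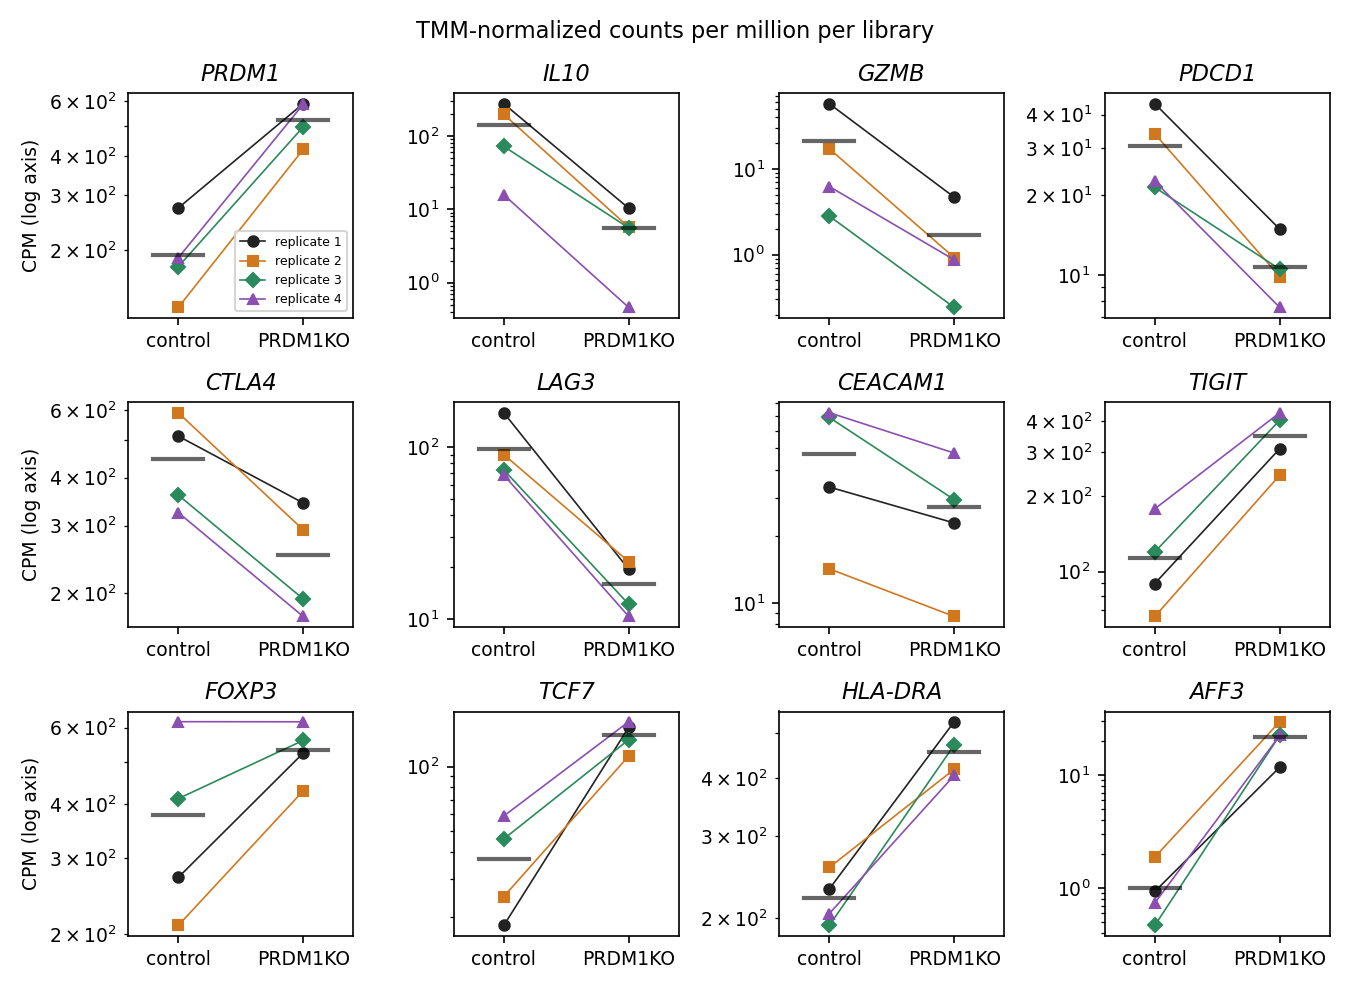
CPM of 12 genes in each of the 8 libraries on a log axis, with lines joining libraries of the same number and bars at the group means. PRDM1 was higher in the library labelled PRDM1KO in 4 of 4 pairs, and IL10 and LAG3 were lower in 4 of 4.

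Genes that the study had discussed formed a list of 54, of which 50 were tested. By adjusted p-value alone, without the fold threshold, 2 passed without the block when adjusted over all genes tested (LAG3 and HLA-DRA), and 29 passed adjusted over the list alone. With the block these counts were 45 and 49. With the fold threshold as well, the counts were 2 and 28 without and 44 and 47 with the block. The study chose the genes on these libraries, so none of these counts is independent evidence, whichever way it was adjusted. Leaving out control replicate 4 or PRDM1KO replicate 4 left 1 gene past the threshold over all genes tested, and leaving out any other library left 0, where between 27 and 34 of the list had an unadjusted p-value under 0.05. IL10 (ENSG00000136634, chromosome 1) was 139 ± 117 CPM in control and 5.51 ± 4.02 CPM in PRDM1KO, a log2 fold change of -4.66 (SE 0.959) with an adjusted p-value of 0.149 by edgeR's quasi-likelihood test, and of 2.57e-07 with the block. CCL4 had an edgeR adjusted p-value of 0.0613 and a log2 fold change of -4.44, and 2.57e-07 with the block. CCL3, CCL4 and CCL3L1 are close paralogs, so the division of reads among them is uncertain, and the same holds for the HLA genes. PDCD1 was 30.4 ± 10.6 CPM in control and 10.7 ± 3.05 CPM in PRDM1KO, with an edgeR adjusted p-value of 0.137, and of 0.000217 with the block. CTLA4 was 447 ± 126 and 251 ± 80.8 CPM, with edgeR adjusted p-values of 0.573 and, with the block, 0.000936. CEACAM1 (chromosome 19, 43011456 to 43065386) was 47.3 ± 28.3 and 27.2 ± 16.2 CPM, 1.74-fold lower in the libraries labelled PRDM1KO, with edgeR adjusted p-values of 1.00 and, with the block, 0.00871. TIGIT was 113 ± 48.5 and 348 ± 86.9 CPM, with edgeR adjusted p-values of 0.132 and, with the block, 1.01e-05. TCF7 had a log2 fold change of 1.92 (SE 0.338) without and 2.04 (SE 0.217) with the block, with edgeR adjusted p-values of 0.0906 and, with the block, 0.000199. Each of these was changed in the same direction in 4 of 4 pairs.

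FOXP3 was 378 ± 182 CPM in control and 533 ± 79.9 CPM in PRDM1KO, higher in 3 of 4 pairs, and did not pass the threshold by edgeR with or without the block, where the adjusted p-values were 0.0621 and 1.00. By DESeq2 with the block it passed both thresholds, with a log2 fold change of 0.60 and an adjusted p-value of 0.00386, and over all alternatives run its adjusted p-value ranged from 0.00386 to 1.00. In the authors' deposited table its log2 fold change was 0.61 with an adjusted p-value of 0.0494. IKZF2 passed in none of the alternatives run, where its adjusted p-value ranged from 0.167, by edgeR with the block, to 1.00. IL2RA had 2188 ± 401 and 1740 ± 443 CPM, lower in 4 of 4 pairs, with an adjusted p-value of 0.176 by edgeR with the block. By DESeq2 with the block it was 0.0225 at a log2 fold change of -0.35, which is under the fold threshold, and it ranged from 0.0225 to 1.00 over all alternatives run. All 14 interferon-pathway genes of the study were higher and all 14 passed with the block, and all 9 tested genes of its IL-2 family list were lower and passed with the block. Without the block 1 and 0 of these passed over all genes tested, and 9 and 2 adjusted over the list alone. The study drew both lists from genes that it had found changed in these directions in these libraries. Their shared direction and their calls with the block therefore follow from that choice and are not independent evidence. IL2, IL6, IL9 and IL17A were too low to be tested.

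Of 6 independent gene lists, 2 passed with camera at its preset correlation. The G2/M list (53 genes, 47 higher, median log2 fold change 0.32) had an adjusted p-value of 4.38e-14 and the MHC class II list (8 genes, 7 higher, median 0.75) had 9.84e-05. Neither passed with an estimated correlation, at 0.171 for both, nor with fry, at 0.0754 and 0.195, and at fry with the block both were 0.0688. At an unadjusted p-value under 0.05, 1 list passed with an estimated correlation, 1 with fry and 2 with fry and the block. The S phase list (44 genes, 33 higher, median 0.13) had an adjusted p-value of 0.0553, and 0.0277 with the block. The interferon response list (54 genes, median 0.07), the p53 target list (27 genes, median 0.04) and the IL-2 response list (28 genes, median -0.0038) had adjusted p-values of 0.455, 0.718 and 0.718. Leaving out control replicate 4 brought the interferon response list to 0.000212, leaving out PRDM1KO replicate 2 to 0.0336, and leaving out PRDM1KO replicate 4 brought the IL-2 response list to 0.0311. The S phase list passed without control replicate 2 at 7.79e-08, without PRDM1KO replicate 4 at 1.43e-06 and without PRDM1KO replicate 1 at 0.0176. Of all lists, 4 passed without PRDM1KO replicate 4. The fits that left out 1 library had no replicate block and each broke 1 pair. Differences between replicate numbers could therefore move a list in them. The lists were not tested without both libraries of a number.

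The authors' deposited table had 11012 genes, of which 442 passed both thresholds, 205 higher and 237 lower. Across the 10996 genes matched by symbol, which are not independent replicates, the log p-values of the authors' deposited table correlated with those of the fit without the block at 0.898 and with those of the blocked fit at 0.999. Of the 442 genes past both thresholds in the authors' deposited table, 15 (3.39%) were called here without the block and 424 (95.9%) with it.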

Values the study reported

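The study reported 447 differentially expressed genes at more than 1.5-fold and an FDR under 0.05, with 206 repressed and 241 activated by BLIMP-1. For CEACAM1 it gave a level 1.8-fold higher in control Tregs. It stated a knockout efficiency of PRDM1 above 90%.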

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

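The tests of library-specific levels, depth and myeloid transcripts given here were all chosen only after the results were seen.

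In 7 of 122 groups of 4 libraries, 1 library lay further from the others than Dixon's critical value of 0.829 allows, where 6.1 are expected by chance, so the number of such libraries is close to what chance gives. PRDM1KO replicate 1 stood apart in 4 of the 7. The gap to the nearest library, as a share of the range, was 0.846 for GZMB (4.67 CPM against 0.242 to 0.923 CPM in the other PRDM1KO libraries), 0.831 for HAVCR2 (41.1 against 10.6 to 15.7 CPM), 0.849 for CCL3 (40.2 against 2.71 to 8.36 CPM) and 0.850 for IL1RN (7.65 against 0.182 to 1.30 CPM). The depth of that library argues against a technical cause of this kind, since its total count of 18308423 lies within the range of the other PRDM1KO libraries and CPM is already scaled by it. A level that the libraries of replicate 1 share stays open: for all 4 genes (GZMB, HAVCR2, CCL3 and IL1RN), control replicate 1 was also the highest of the controls, which is consistent with a property carried by the replicate number. The study describes its replicates as Tregs of different people, so a difference between donors is a candidate source, and culture and batch share the number with it and stay open. No biological explanation was tested.

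The other 3 values were in control libraries. CCL3L1 in control replicate 2 had a gap of 0.856 (11.1 CPM against 1.83 to 3.17 CPM), HLA-DPB1 in control replicate 4 had 0.845 (83.4 against 41.7 to 48.2 CPM), and WHAMMP3 in control replicate 2 had 0.859 (0.404 CPM against 0 to 0.0571 CPM, from 6 counts). A level shared within a replicate number could not be decided here: in 1 of these 3 genes (CCL3L1, HLA-DPB1 and WHAMMP3) the PRDM1KO library of the same number was also the highest, and 3 genes from different libraries are too few. Reads shared between paralogs are a further open cause for CCL3L1, the HLA genes and the WHAMM copies, and no biological explanation was tested.

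IL6 was too low for the test but had 141 counts in PRDM1KO replicate 1, 25 in PRDM1KO replicate 2 and 0 in the other PRDM1KO libraries, against 0, 1, 0 and 0 counts in the controls. The authors' deposited table gives IL6 a log2 fold change of 6.48 with an adjusted p-value of 0.0233, although 1 library holds most of its counts. Myeloid cells in those libraries are a candidate source. The sum of 5 abundant myeloid genes (LYZ, CD14, CST3, TYROBP and S100A9) was 0.923 CPM in PRDM1KO replicate 1, where IL6 was 7.65 CPM, and 1.41 CPM in PRDM1KO replicate 2. The sum was highest in control replicate 4 (17.9 CPM) and PRDM1KO replicate 4 (4.55 CPM), which both had 0 IL6 counts. Over all 11 myeloid markers the sum was 30.8 CPM in PRDM1KO replicate 1 and 14.2 CPM in PRDM1KO replicate 2. It was 30.1 CPM in control replicate 1 and 14.4 CPM in PRDM1KO replicate 3, which both had 0 IL6 counts. Neither sum followed IL6 across libraries. However, the sum over all markers was not low in PRDM1KO replicate 1, and the comparison rests on 1 transcript in 2 libraries. The source therefore stays open, and an effect of the PRDM1 guides is untested.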

How the results depend on the processing

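The alternatives in the blocked fit and the GC content and length offset were chosen after seeing the data; the other alternatives were set beforehand. The cause of a change was not tested except where the construction of an alternative gives it: fewer libraries in each fit that leaves one out, a stricter threshold, or more genes without the filter. The direction of each of 73 single genes was kept in every fit that tested it, except for WHAMM. Its log2 fold change ranged from -0.062 to 0.25 in the fits without 1 library and was negative in the 3 fits without control replicate 1, control replicate 2 or PRDM1KO replicate 4 (the lowest).

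The count of 15 genes past both thresholds (11 higher, 4 lower) became 454 (203 higher, 251 lower) with the replicate block, 175 (99 and 76) with DESeq2, 615 (269 and 346) with DESeq2 and the replicate block, 75 (46 and 29) without the low-count filter, and 493 (231 and 262) with the replicate block and the GC content and length offset. With glmTreat it was 3 (3 and 0, where 149 lower genes had an unadjusted p-value under 0.05), and at an adjusted p-value under 0.01 it was 2 (2 and 0, where 381 lower genes did). With limma-voom, RLE size factors, library size only, a minimum mean of 3 CPM, robust estimation, the GC content and length offset alone and no fold threshold it lay between 12 and 17. In the 8 fits that each left out 1 library it ranged from 2 to 12, with 2 to 10 higher and 0 to 3 lower, and in the 4 fits where 0 were lower, without control replicate 1 or 2 or without PRDM1KO replicate 2 or 3, between 256 and 497 lower genes had an unadjusted p-value under 0.05. All 15 genes kept their calls with the block, with DESeq2 and without the filter.

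The count of 454 in the blocked fit became 713 (317 higher, 396 lower) without the filter, 148 (71 and 77) with glmTreat and 258 (116 and 142) at an adjusted p-value under 0.01, and it lay between 429 and 615 under the other alternatives in that fit. In the 4 fits that each left out both libraries of a number, it ranged from 276 without replicate 1 to 444 without replicate 4, with 116 to 216 higher and 160 to 228 lower.

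The log2 fold change of PRDM1 was 1.44 and passed the threshold with the replicate block (1.48), DESeq2 (1.44), DESeq2 and the replicate block (1.47) and without the filter (1.43). It ranged from 1.30 to 1.65 in the fits without 1 library. Of the genes discussed by the study, 2 passed by adjusted p-value alone without the block, 45 with the replicate block, 17 with DESeq2, 46 with DESeq2 and the replicate block, 10 without the filter, 1 with RLE size factors, 1 with robust estimation, and 0 to 1 in the 8 fits without 1 library, where at least 27 had an unadjusted p-value under 0.05.

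The S phase list passed with the replicate block (adjusted p-value 0.0277) and with library size only (0.0357). The G2/M list did not pass with an estimated correlation (0.171), fry (0.0754) or fry with the replicate block (0.0688), nor did the MHC class II list (0.171, 0.195 and 0.0688). The number of lists past the threshold fell from 2 to 0 in each of these 3 settings, where 1, 1 and 2 lists had an unadjusted p-value under 0.05, and it ranged from 2 to 4 in the 8 fits without 1 library. The 8 fits without 1 library had no replicate block and each broke 1 pair, so differences between replicate numbers could move a list. In these fits camera adjusted p-values ranged from 7.79e-08 to 0.795 for S phase, 0.000212 to 0.724 for the interferon response, 0.0311 to 0.993 for the IL-2 response and 0.131 to 0.988 for p53 targets. The direction of camera's test reversed without control replicate 4 and without PRDM1KO replicate 2 for S phase (0.0753 in the latter), without control replicate 2 and PRDM1KO replicate 1 for the interferon response (0.652 and 0.348), without control replicate 3, control replicate 4 and PRDM1KO replicate 1 for the IL-2 response (0.756, 0.928 and 0.348), and without control replicate 2, control replicate 3 and PRDM1KO replicate 4 for p53 targets (0.860, 0.724 and 0.516).

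Of the 73 single genes, 51 became past the threshold with the replicate block, 19 with DESeq2, 52 with DESeq2 and the replicate block and 12 without the filter. Those no longer past it numbered 3 with library size only, 2 with limma-voom and 1 each with RLE size factors, a minimum mean of 3 CPM and robust estimation. In the fits without 1 library, 89 values were no longer past it, 492 stayed on the same side and 3 were the reversed values of WHAMM. Apart from PRDM1, these 51 genes and the S phase list, the replicate block changed no call among these genes and the 6 lists. Genes under 3 counts in a library (0.153 to 0.202 CPM) cannot be told from absent at this depth, which limits IL2, IL6 and IL17A, WHAMMP2 in all 4 control libraries and WHAMMP3 in 3 of them.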

Other observations

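The tests of splits of the 8 libraries, of chromosome 6, of p53 targets and of myeloid genes were set before the results were seen. So was a test of GC content and length, but the offset used for it was chosen after. All other tests here were also chosen only after.

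The 8 libraries can be split into 4 and 4 in 35 ways, and 2 of these, the labelled one included, gave at least 15 genes past both thresholds without the block. The other put replicates 1 and 2 against replicates 3 and 4 and gave 339 genes; it parts no pair, so it contrasts the replicate numbers. Such differences between numbers could mask the effect of the labels in the fit without the block, and with the block the count was 454. Of the 8 splits that part all 4 pairs, the 7 others gave 0 genes without the block, with 50 to 206 genes at an unadjusted p-value under 0.05, and 0 with it, with 182 to 728 such genes. The labelled split was thus 1 of 8 in the blocked fit, with 454 genes. Since 8 splits cannot give a smaller share, this share by itself decides nothing about chance.

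The number of genes past both thresholds here was 15. That is lower than the value quoted from the study above. Of these, 11 were higher in the libraries labelled PRDM1KO. That is lower than the value quoted from the study above. The number lower was 4. That is also lower than the value quoted from the study above. Log p-values of the authors' deposited table followed the blocked fit (0.999) more closely than the fit without it (0.898), and with the replicate block the count here was 454. The filter of the authors as the cause is argued against: adjusted over the 10996 genes matched to the authors' deposited table, 26 genes passed without the block and 467 with it, while that table has 442. A test without a term for the replicate number is argued against as the source of the authors' deposited table, since 15 (3.39%) of its 442 genes were called without the block and 424 (95.9%) with it. A term for the replicate number in that test is consistent with these values, although the model was not stated. No biological explanation was tested for this difference.

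The rise of the PRDM1 transcript in the libraries labelled PRDM1KO has several candidate explanations. Scaling is argued against by the log2 fold change, which was at least 1.43 under TMM, RLE size factors and library size only. Reads from the overlapping gene AL022067.1 are argued against because its 5.20 CPM in PRDM1KO is 1.57% of the 331 CPM that PRDM1 gained. ATG5, on the opposite strand, also overlaps PRDM1. It was 51.5 ± 14.1 CPM in control and 63.8 ± 12.5 CPM in PRDM1KO, higher in 4 of 4 pairs. Whether reads of ATG5 were counted to PRDM1 was not tested, and strand use in counting was not stated. Exchanged group labels and a true rise of an edited transcript predict the same value, 1.44. They cannot be told apart in the PRDM1 counts, which do not show the reads over the cut sites. The supplement of the study reports indels and a lower read depth at the target sites in its RNA-seq tracks after editing. Those reads bear on exchanged labels but were not examined here. Loss of repression of PRDM1 by its own protein stays open as a hypothesis and was not tested.

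Large effects of Cas9 cutting were looked for. The 222 genes tested on chromosome 6 beyond PRDM1 had a median log2 fold change of -0.035 in the blocked fit, against 0.021 for the 512 before it; of 9780 runs of as many neighbouring genes, 9.31% had a median at or under it. Of the 454 genes called in the blocked fit, 13 were among those beyond PRDM1. This argues against loss of the chromosome arm as the cause of the change across genes, while loss in a small share of cells could go unseen. The p53 target list had a median of 0.039 with 14 of 27 genes higher, and since its members went both ways this leaves a p53 response undecided. Of 6 sites with 3 mismatches to the PRDM1 guides and 1 to the scramble guide, 6 tested genes lay within 10 kb, and 0 were called in the blocked fit, with 0 at an unadjusted p-value under 0.05.

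A bias of GC content or length is argued against, because 445 of the 454 genes called in the blocked fit stayed so after the offset for both, and GC content explained 0.289% of the variance of the log2 fold changes. Fewer myeloid cells in the PRDM1KO cultures were considered for the lower chemokine and IL-1 family genes. The 5 abundant myeloid genes summed to 6.22 CPM in control and 1.80 CPM in PRDM1KO. These means rest largely on replicate 4: they were 2.34 CPM without control replicate 4 and 0.879 CPM without PRDM1KO replicate 4. The 5 chemokine and IL-1 family genes went from 165 to 22.4 CPM in sum, and PRDM1KO was 11.4 CPM without PRDM1KO replicate 1. The myeloid level is far below that difference with or without those libraries, which argues against it as the main cause. Of 11 myeloid markers 4 were tested, and 1, LYZ, passed with the block; of 8 B cell markers 3 were tested and 0 passed, with 1 at an unadjusted p-value under 0.05. Of 9 CD8 T and NK cell markers 3 were tested and 2, GNLY and NKG7, passed with the block, both lower. GZMB, GNLY and NKG7 went from 43.6 ± 38.1 to 8.02 ± 3.79 CPM in sum, lower in 4 of 4 pairs. Without control replicate 1 the control mean was 25.1 CPM. Fewer CD8 T cells and fewer NK cells both stay open, because the CD8 and NK cell genes summed below lie near the floor. TYROBP and FCER1G, both on the myeloid list, summed to 5.47 ± 5.12 CPM in control and 6.34 ± 7.96 CPM in PRDM1KO. That sum was lower in 2 of 4 pairs, and TYROBP was 0 in all 4 control libraries. Its SD was about as large as its mean, so it decides neither. CD8A and CD8B summed to 1.24 ± 0.464 CPM in control and 2.55 ± 0.640 CPM in PRDM1KO, higher in 4 of 4 pairs. However, CD8A was too low to be tested and CD8B did not pass with the block (edgeR adjusted p-value 0.516). NCAM1, KLRD1, KLRF1, NCR1 and KLRC1 summed to 1.66 ± 1.26 CPM in control and 1.29 ± 1.19 CPM in PRDM1KO, lower in 2 of 4 pairs, and the means were 1.03 CPM without control replicate 1 and 0.778 CPM without PRDM1KO replicate 4. Of these genes, KLRC1 went from a mean of 0.350 CPM to 0 in all 4 PRDM1KO libraries, and was already 0 in control replicate 2. NCAM1 went from 0.516 to 0.317 CPM and KLRF1 from 0.0293 to 0.0256 CPM. In the other direction, NCR1 went from 0.365 to 0.534 CPM and KLRD1 from 0.395 to 0.410 CPM. Tregs also express GZMB, which the study discussed, so lower expression within the Tregs may account for it, as a hypothesis.

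A rise of several WHAMM pseudogene copies was noticed in the results. The counts of WHAMMP1 to WHAMMP4 summed to between 48 and 100 in control and between 660 and 1269 in PRDM1KO libraries, 11.1-fold to 15.3-fold higher in CPM in 4 of 4 pairs, while WHAMM itself had a log2 fold change of 0.10 with an edgeR adjusted p-value of 0.897 in the blocked fit. WHAMMP4 (AC127502.1) had edgeR adjusted p-values of 0.133 without and 0.000495 with the block. Reads moved between the copies are argued against, since the sum over the 4 copies and WHAMM still rose at least 2.29-fold in each pair. A gain of the whole region on chromosome 15 (23191491 to 32829127) is argued against by its 22 genes outside duplicated families, with a median log2 fold change of 0.063 and 0 past the threshold in the blocked fit, where 2 had an unadjusted p-value under 0.05. Another 5 genes there belong to duplicated families and were left out of this test. All 5 were higher, and AC127502.2, HERC2P2 and HERC2P9 passed both thresholds with the block, so a change that covers only the duplicated segments stays open. Off-target cutting at a site with at most 4 mismatches is argued against because 0 such sites lay in that region. Which copy is transcribed stays open, and a change in transcription that follows the PRDM1 guides is a candidate explanation only.

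Neighbouring genes were often called in the same direction in the blocked fit. Among neighbours over 10 kb apart, 26 pairs were called in the same direction and 8 in opposite directions, against a mean of 3.28 same-direction pairs in 10000 permutations of the calls (permutation p-value 0.0001, the smallest they can give). Reads shared between adjoining genes are argued against by this distance. Of the 26 pairs, 9 share the letters of their symbol, so genes with shared letters do not account for all of them. Symbol letters miss other likely relatives, such as HLA-DRB1 with HLA-DQA1, and neighbours in duplicated segments, such as WHAMMP3 with HERC2P2. How many of the pairs are of related genes therefore stays open. Regulation over neighbourhoods of genes could be examined as a hypothesis and was not tested.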
